A study of Homo sapiens with 3 samples. Its data were reported in "Synthetic circular miR-21 RNA decoys enhance tumor suppressor expression and impair tumor growth in mice" (2020).

How the data were processed

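Small RNA was sequenced from parental cells of 3 cancer-derived cell lines: C643 from a thyroid carcinoma, ES-2 from an ovarian carcinoma and Huh-7 from a hepatocellular carcinoma. Each line was represented by 1 library. Total RNA was extracted with TRIZOL, libraries were prepared with a NEXTflex small RNA kit and sequenced on an Illumina HiSeq instrument. Each library was its own group, named after its cell line in the labels.

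The authors deposited 2 tables, 1 with C643 and 1 with ES-2 and Huh-7, which list the same 2813 loci of 2588 mature miRNAs, 167 of which have more than 1 locus. The deposited values are a signal, reads per locus scaled by a library factor, and carry the name CPM (counts scaled to library size). The columns did not sum to 1000000: the totals were 959302 in C643, 1154552 in ES-2 and 612015 in Huh-7. The values had therefore not been scaled to these column sums alone. The ES-2 total exceeds 1000000, which a library size above its counted reads cannot give. Whether a further factor between libraries or another library size was used was not tested. The study names TMM normalization, a scaling between libraries, for its RNA-seq false discovery rates, but does not state it for these values. The design had assumed plain CPM. The aligner, the counting tool, the genome build, the miRNA annotation version, the handling of reads that match several loci and the use of the random adapter bases of the kit as molecular identifiers were not stated.

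Within each column every value above 0 was a whole multiple of the smallest one. Dividing by that step gave whole reads for 100% of the nonzero values of each library. 1 read was worth 0.117 units in C643, 0.694 in ES-2 and 0.282 in Huh-7, and the recovered totals were 8183100, 1663181 and 2173587 reads. If reads were PCR copies of fewer molecules, the counts overstate the independent observations, so intervals and floors cover counting error only.

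Values were summed over the loci of a mature miRNA. The share of a miRNA is its value divided by the sum of its own column, which no factor between libraries can change, and its Wilson 95% confidence interval was taken from the recovered reads. A miRNA with no read was given the upper limit of 3 reads, and a fold against a library at or below 3 reads was computed against 3 reads and is a lower bound. A miRNA counted as detected at a value of at least 1. Libraries were compared on the log2(value + 1) scale, which understates the fold of low miRNAs, over miRNAs at 10 or more in at least 1 of the 2 libraries. A difference of at least 2 on this scale counted as 4-fold. Since C643 lies in a table of its own, which may have been normalized separately, levels set across the 2 tables were only described, and no test was made of them. There were no replicates, so no p-value was taken across miRNAs and no difference has a replicate check.

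Each of 9 miRNA lists was fixed before the data were examined: the let-7 family with miR-98-5p, the miR-200 family, the miR-17 to miR-92a cluster with its paralogs, liver-linked miRNAs, blood cell miRNAs, muscle miRNAs, the clusters of miR-371a to miR-373 and of miR-302, the DLK1-DIO3 cluster and miR-221-3p with miR-222-3p. For lists with at least 3 members at 1 or more in ES-2 or Huh-7, the median log2 difference was placed as a percentile among 10000 random lists of the same size. Each member was replaced at random by 1 of the 50 miRNAs nearest in mean log2 value. The percentile describes these libraries and is not a test of replicates. Members were replaced independently, so arms of 1 precursor or miRNAs of 1 cluster counted as separate members. For lists with such members the percentile may be too extreme.

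As an alternative chosen after the data had been seen, reads of ES-2 and Huh-7 were compared by a two-sided exact binomial test with Benjamini-Hochberg adjustment at 0.05, using the effective library sizes implied by the deposited steps. It compares 2 libraries, not cell lines. It called 344 of 390 miRNAs. On simulated reads with counting error only, it recovered 100% of 200 miRNAs changed 4-fold and called 4.14% of 145 unchanged ones. Further variance between libraries was not simulated, so the rate of false calls in these data is not known. Of 200 simulated unchanged lists, 7.5% fell outside percentiles 2.5 to 97.5, and 95.5% of 200 shifted lists lay above 97.5. The index of dispersion over loci was 1.05 for 68 miRNAs when each simulated read was placed at 1 random locus, and 0 for 77 miRNAs when it was counted at every locus.

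The alternatives fixed before the data were examined were other denominators, other pseudocounts, filters and fold thresholds, median-ratio scaling, both arms of a precursor and a family-wise next miRNA. Counting 1 locus per mature miRNA, scaling to the library total, the read test and the scaling of miR-21-5p were added after the data had been seen. The following miRNAs were named by a rule set beforehand: miR-21-5p and miR-21-3p, the 5 most abundant of each library, miR-22-3p, miR-143-3p, miR-148a-3p and miR-99b-5p, the let-7 members with the highest mean share, the members of the preset lists, and the 5 largest differences each way between ES-2 and Huh-7 among miRNAs at 100 or more in 1 of these libraries. Other miRNAs named in the closing section were chosen after their values had been seen.

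Precursor positions and overlapping genes were taken from GENCODE version 29 on GRCh38. The deposited tables give only a chromosome per locus, and it was the same for each precursor printed. Calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, with random seed 1.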

Results

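MicroRNAs are short non-coding RNAs that repress target mRNAs, and each is cut from a hairpin precursor whose arms give a 5p and a 3p product. The study examined miR-21-5p, the 5p product of MIR21, as a target for inhibition in cancer, and measured the miRNAs of C643, ES-2 and Huh-7 cells before MIR21 was deleted in them. The data comprised 1 small RNA library of each line, without replicates. The depth was 8183100 reads on annotated miRNAs in C643, 1663181 in ES-2 and 2173587 in Huh-7. At these depths a miRNA without a read could hold a share of up to 3.67e-05% in C643, 0.00018% in ES-2 and 0.000138% in Huh-7.

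The first question was whether any single miRNA exceeded miR-21-5p in these lines. MIR21 lies on chromosome 17 at 59841266 to 59841337 on the plus strand (GRCh38), inside the protein-coding gene VMP1, where an exon of a VMP1 transcript annotated as retained intron covers it. miR-21-5p ranked 1 in each library. Its share of miRNA reads was 28.6% in C643 (Wilson 95% CI 28.58 to 28.64, 2341467 reads), 28.2% in ES-2 (28.15 to 28.29, 469309 reads) and 33.3% in Huh-7 (33.23 to 33.36). The share in Huh-7 exceeded those of the other lines by more than counting error, with no replicate to set it against. Of the alternatives, dividing by 1000000 in place of the column sum moved the share most, to 20.4% in Huh-7.

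miR-21-5p had 2.07 times the value of the next miRNA in C643 (95% CI 2.065 to 2.074) and 2.36 times in ES-2 (2.35 to 2.375), let-7a-5p in both. In Huh-7 it had 2.51 times the value of miR-122-5p (2.498 to 2.52). When miRNAs of 1 family and arm were summed, let-7 came next in C643 with 29.7% and exceeded miR-21-5p, which then stood at 0.963 of it. In ES-2 miR-21-5p remained ahead of the let-7 sum at 1.42. let-7a-5p is encoded at 3 loci, and when 1 locus per mature miRNA was counted, an alternative chosen after the data had been seen, the lead in C643 rose to 6.15. In that setting the let-7 family with miR-98-5p held 21.4% in C643, below the 34.4% of miR-21-5p, so the order of miR-21-5p and the let-7 sum in C643 rested on summing the loci.

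**Figure D1:**
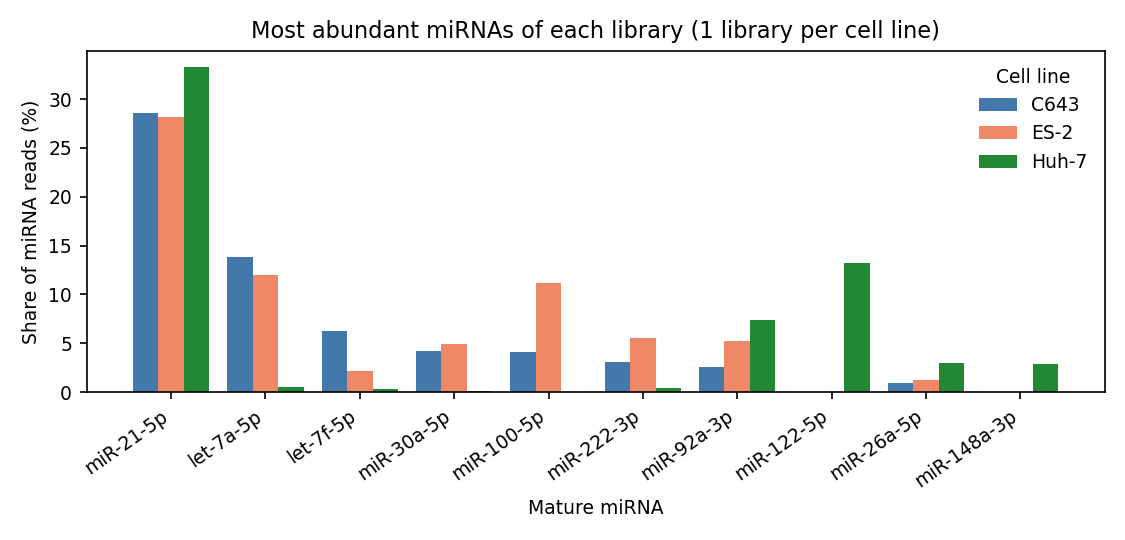
Share of miRNA reads (%, vertical axis from 0) of each miRNA among the 5 most abundant of any library (horizontal axis), with 1 bar per library of C643, ES-2 and Huh-7. miR-21-5p has the tallest bar in each library, at 28.6%, 28.2% and 33.3%, while miR-122-5p reaches 13.3% in Huh-7 and the let-7a-5p bar falls from 13.8% in C643 to 0.488% in Huh-7.

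The remaining leading miRNAs differed between the lines. In C643 they were let-7a-5p with 13.8%, let-7f-5p with 6.25%, miR-30a-5p with 4.17% and miR-100-5p with 4.07%. In ES-2 let-7a-5p with 11.9% was followed by miR-100-5p with 11.2%, miR-222-3p with 5.54% and miR-92a-3p with 5.25%. In Huh-7 miR-122-5p with 13.3% preceded miR-92a-3p with 7.37%, miR-26a-5p with 2.95% and miR-148a-3p with 2.87%. MIR122 lies on chromosome 18 at 58451074 to 58451158 (GRCh38), in an exon of the long non-coding RNA gene MIR122HG. MIR100 lies on chromosome 11 at 122152229 to 122152308 in an intron of MIR100HG, which also holds a let-7a locus at 122146522 to 122146593. MIR148A, on chromosome 7 at 25949919 to 25949986, overlaps no other annotated gene.

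The arms of MIR21 were compared because the study took the 5p arm as the active one. miR-21-3p held 0.183% of reads in C643 (95% CI 0.18 to 0.186), 0.0653% in ES-2 (0.0615 to 0.0693) and 0.0548% in Huh-7 (0.0518 to 0.058). The 5p arm therefore exceeded the 3p arm 156-fold in C643, 432-fold in ES-2 and 608-fold in Huh-7.

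The let-7 family was examined because the study linked it to miR-21. Its 9 members with the 5p arm, miR-98-5p included, held 30.1% of reads in C643 (95% CI 30.03 to 30.09), 20.0% in ES-2 (19.99 to 20.11) and 1.39% in Huh-7 (1.37 to 1.40). In percentage points, leaving miR-21-5p out of the denominator moved these shares most in C643 and ES-2, to 42.1% and 27.9%. Counting 1 locus per mature miRNA, chosen after the data had been seen, lowered them to 21.4% and 13.0%. By share, ES-2 exceeded Huh-7 in each of the 9 members, by 1.16-fold for let-7e-5p (95% CI 1.12 to 1.19), 2.06-fold for let-7c-5p, 24.5-fold for let-7a-5p and 1875-fold for let-7i-5p (1319 to 2667).

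**Figure D2:**
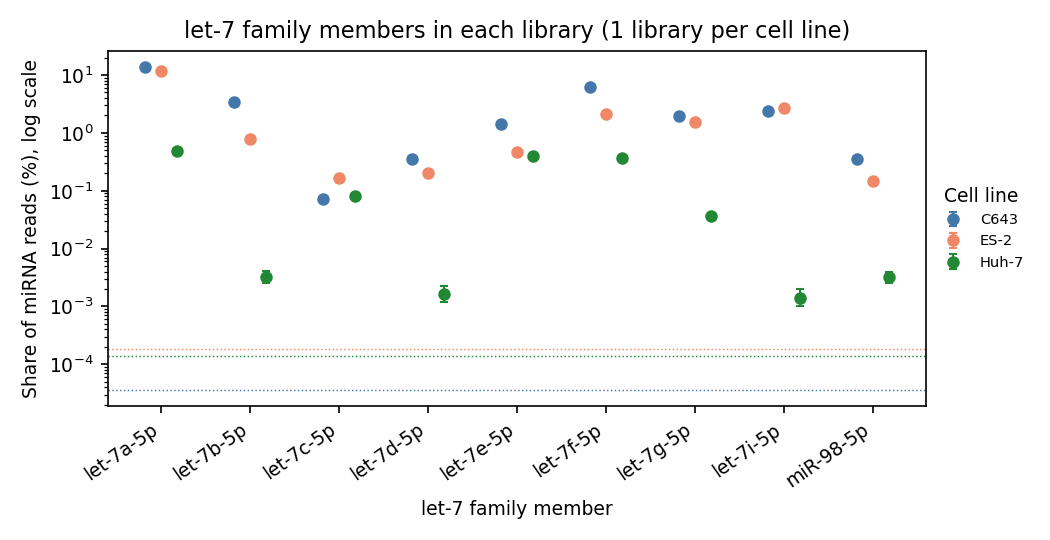
Share of miRNA reads (%, log axis) of each let-7 family member (horizontal axis) in C643, ES-2 and Huh-7, 1 library each. Points are shares, bars are Wilson 95% confidence intervals of counting error, mostly smaller than the points, and dotted lines mark the share of 3 reads. let-7i-5p lies at 2.42%, 2.67% and 0.00143%, whereas let-7e-5p lies at 1.45%, 0.470% and 0.406%.

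Of the miRNAs that the study named as next most abundant over tumor cohorts, none came near the share of miR-21-5p. miR-148a-3p reached 2.87% in Huh-7, but held 0.0543% in C643 and 0.000661% in ES-2, where it had 11 reads. miR-99b-5p held 0.788% in C643, 0.213% in ES-2 and 0.811% in Huh-7. miR-22-3p held 0.152%, 0.0583% and 0.141% in these lines. miR-143-3p held 0.253% in C643 and 0.0398% in Huh-7, and 13 reads in ES-2 gave it 0.000782%.

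A value of at least 1 was reached by 555 miRNAs in C643, 550 in ES-2 and 685 in Huh-7. The highest limit tried, 100, left 149, 145 and 159. The most abundant miRNAs that together made up 90% of the library numbered 35 in C643, 27 in ES-2 and 43 in Huh-7.

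ES-2 and Huh-7, which share a table, were compared directly. Of 390 miRNAs at 10 or more in either, 76 were at least 4-fold higher in ES-2 and 108 in Huh-7, so 41.3% of these miRNAs were higher in ES-2. This split depended on the scaling, the pseudocount and the filter. With a pseudocount of 10, 62 were higher in ES-2 and 60 in Huh-7, and with a filter at 100 the counts were 48 and 42. Scaled to the library total, 65 were higher in ES-2 and 181 in Huh-7, or 26.4% for ES-2, and with the median ratio of 223 miRNAs present in both set to 0 the counts were 88 and 94, or 48.4%. Leaving out miR-21-5p and bringing each column to 1000000 raised the count higher in Huh-7 most, to 218. On the deposited scale that median was -0.28 on the log2 scale, and scaling to the library total lowers each log2 ratio by 0.92. The Spearman correlation across the 390 miRNAs, which are not independent replicates, was 0.412. An exact binomial test on the reads with Benjamini-Hochberg adjustment called 134 higher in ES-2 and 210 higher in Huh-7, which compares these 2 libraries and not the cell lines.

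miR-21-5p was 1.60-fold higher in ES-2 than in Huh-7 on the deposited scale, a log2 difference of 0.68. By share the direction reversed, to 1.18-fold higher in Huh-7 and a log2 difference of -0.24. The order of ES-2 and Huh-7 for miR-21-5p thus rested on the factor between the libraries.

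Among miRNAs at 100 or more, miR-155-5p had 12992 reads in ES-2 and 0 in Huh-7, which made it at least 10677-fold higher in ES-2. MIR155 lies on chromosome 21 at 25573980 to 25574044, in an exon of MIR155HG. let-7i-5p was 3538-fold higher, miR-31-5p at least 3759-fold, miR-10a-5p 2106-fold and miR-584-5p at least 1492-fold. In the other direction, miR-122-5p had 288469 reads in Huh-7 and 6 in ES-2 and was 19501-fold higher in Huh-7. miR-148a-3p was 2300-fold higher in Huh-7, miR-483-3p at least 3036-fold, miR-885-5p at least 1537-fold and miR-483-5p at least 1121-fold. These folds are on the deposited scale, on which column sums differed 1.89-fold, so no direction among them depends on the scaling.

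**Figure D3:**
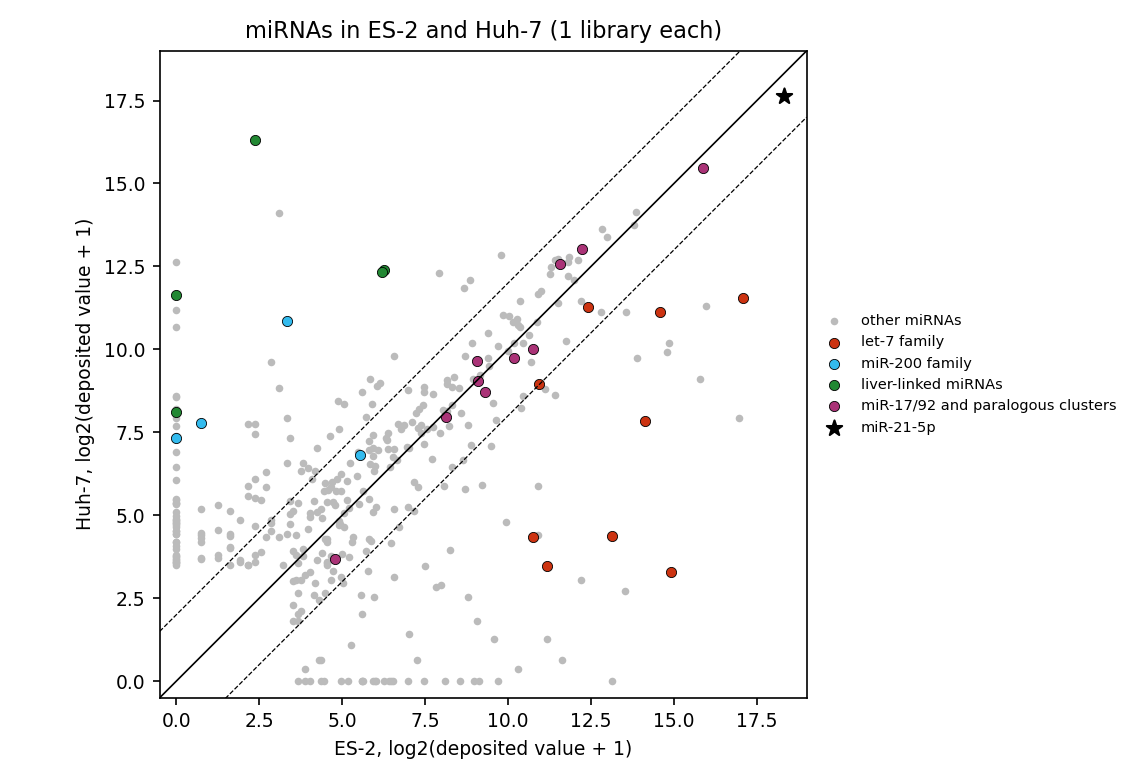
log2(deposited value + 1) of each of 390 miRNAs in ES-2 (horizontal axis) and Huh-7 (vertical axis), 1 library each. The solid line marks equal values and dashed lines mark a 4-fold difference. Members of 4 preset lists are coloured. let-7 members lie below the solid line, with a median log2 difference of 6.28 between ES-2 and Huh-7, and the liver-linked miRNAs lie above it, with a median of -8.13.

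Of the preset lists, the let-7 family had a median log2 difference of 6.28 between ES-2 and Huh-7, at percentile 100 of matched random lists (6.29 with members at or below 3 reads set to 3 reads). For the 5 liver-linked miRNAs the median was -8.13, at percentile 0.03, and -7.06 with the floor. They held 15.6% of reads in Huh-7, 0.0132% in ES-2 and 0.0208% in C643. Of the 5, miR-122-5p and miR-122-3p were arms of 1 precursor, and miR-122-3p, with 0 reads in ES-2, set the median. The miR-200 family had a median of -7.02, at percentile 0.04, and -6.27 with the floor, with 4 of 5 members higher in Huh-7. The exception was miR-141-3p, with 7 reads in ES-2 and 4 in Huh-7. Of the 4, miR-200c-3p differed least, at -1.26, and miR-429, with 1 read in ES-2 and 780 in Huh-7, set the median. The blood cell list stood at 4.04, at percentile 99.1, from 4 of its 7 members, of which 3 were higher in ES-2. Of these, miR-142-3p with 542 reads and miR-142-5p with 255 were arms of 1 precursor, and miR-150-5p had 2 reads in each library. The summed list went the other way, with 0.0486% of reads in ES-2 and 0.127% in Huh-7, where miR-486-5p had 2766 reads against 9 in ES-2. A pseudocount of 10 lowered its median to 2.17 and took its percentile under the upper limit. The miR-17 to miR-92a cluster with its paralogs had a median of 0.04, at percentile 88.3, which reversed to -0.87 when values were scaled to the library total. The muscle list (3 of 6 members) and the DLK1-DIO3 cluster (7 of 34) each had a median of -1.27, at percentiles 43.7 and 19.9, and both medians changed sign with the floor, to 0.56 and 0.13. No median was computed for miR-221-3p and miR-222-3p, which held 4.62% of reads in C643, 7.98% in ES-2 and 0.570% in Huh-7, or for the clusters of miR-371a to miR-373 and of miR-302, which had 4 reads in C643 and 0 in ES-2 and Huh-7.

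C643 was set against the other lines across the 2 deposited tables, which may have been normalized separately. Against ES-2, 54 of 351 miRNAs were at least 4-fold higher in C643 and 38 in ES-2, with a Spearman correlation of 0.764 across miRNAs. The count higher in C643 rose most without a filter on low values, to 123, and the count higher in ES-2 at 2-fold, to 89. A pseudocount of 10 reversed the order, to 22 higher in C643 and 24 in ES-2. Against Huh-7, 90 of 399 were higher in C643 and 100 in Huh-7, with a Spearman correlation of 0.464. This order reversed with a pseudocount of 10, to 67 and 55, and with a filter at 100, to 54 and 44. Scaled to the library total, the counts against Huh-7 became 77 and 157, which moved the part higher in C643 from 47.4% to 32.9%. In these libraries C643 and ES-2 thus correlated more closely than either did with Huh-7.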

Values the study reported

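For tumor cohorts, the study gave a median miR-21 share of 33% across cancers and 41% in lung adenocarcinoma. The medians it listed for further miRNAs were 12% for miR-22, 7% for miR-143, 5% for miR-148a and 3% for miR-99b. In A549 lung adenocarcinoma cells, about 68% of all miRNAs were reported to be miR-21-5p and about 0.08% to be miR-21-3p. For ES-2, C643 and Huh-7 the text states that miR-21-5p ranked first among single miRNAs, with no value.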

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

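No paired analysis was possible because each line had 1 library and the labels carry no replicate number. Of the values recomputed under alternatives for the main comparisons, 87 stayed within counting error, within 1.5 times of a count, or on the same side of a percentile limit. A further 72 moved, 3 reversed and 2 became weaker. Counts were labelled singly, so a changed order between the 2 counts of a pair is not among these 3 and is given below. Shares moved readily because their counting error was small, and the alternatives' own construction explains changes of denominator, filter, threshold and arm. For other changes the cause was not tested.

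The 3 values labelled reversed were these. miR-21-5p reversed against the next family in C643 (0.963). Between ES-2 and Huh-7 miR-21-5p reversed by share (-0.24, against 0.68 on the deposited scale and 0.96 after median scaling). The miR-17 to miR-92a cluster with its paralogs also reversed by share (-0.87). By share is a scaling chosen after the data had been seen, and the last 2 follow from its shift of 0.92. The blood cell list weakened to a median of 2.17 with a pseudocount of 10 and to 0.69 without a filter. The other lists kept their direction and their side of the percentile limits under the alternatives tried, apart from the floor values given above. With members limited to 10 or more, the muscle list and the DLK1-DIO3 cluster had too few members for a median.

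In the order C643, ES-2 and Huh-7, dividing by 1000000 gave miR-21-5p shares of 27.4%, 32.6% and 20.4% and miR-21-3p shares of 0.176%, 0.0754% and 0.0335%. Leaving the second miRNA out of the denominator gave 33.2%, 32.0% and 38.4% for miR-21-5p, and median scaling with the mean library total gave 29.1%, 37.5% and 21.8%. Only miRNAs at 10 or more in the denominator gave 28.65% in C643 and 33.37% in Huh-7. With 1 locus per mature miRNA, chosen after the data had been seen, miR-21-5p held 34.4%, 33.04% and 36.5%, its ratio to the next miRNA was 6.15 in C643 and 2.53 in ES-2, and the let-7 family held 21.4%, 13.0% and 0.970%. The ratio to the next family was 1.42 in ES-2. Restricting the denominator to miRNAs listed in both tables changed nothing, since the tables list the same miRNAs. miR-21-5p ranked 1 under each of these settings that compares single miRNAs.

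Without miR-21-5p in the denominator, miR-21-3p held 0.257%, 0.091% and 0.0821% and the let-7 family 42.1%, 27.9% and 2.08%. Without miR-98-5p the let-7 family held 29.7% in C643 and 19.9% in ES-2, and with both arms 30.3% and 20.1%. Of 24 recomputed shares of miR-22-3p, miR-143-3p, miR-148a-3p and miR-99b-5p, 18 moved and 6 did not.

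Limits of 10 and 100 in place of 1 left 304 and 149 miRNAs in C643, 289 and 145 in ES-2, and 324 and 159 in Huh-7. 50% of the library was reached with 4, 3 and 3 miRNAs.

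For ES-2 against Huh-7, a filter at 100 gave 48 and 42 miRNAs at least 4-fold higher in ES-2 and in Huh-7. A pseudocount of 10 gave 62 and 60, so in both settings more were higher in ES-2, the reverse of the 76 and 108 reported. The count higher in Huh-7 was 180 without a filter, 218 with miR-21-5p left out and columns brought to 1000000, and 181 by share. The read test called 134 and 210. The Spearman correlation across miRNAs was 0.298 at the filter of 100. For C643 against ES-2 the counts higher in each were 22 and 24 with a pseudocount of 10, the reverse of the order of the 54 and 38 reported. They were 123 and 82 without a filter, 18 and 16 at the filter of 100, and 115 and 89 at 2-fold. Leaving out miR-21-5p gave 82 for C643, 8-fold gave 18 for ES-2, and the Spearman correlation without a filter was 0.618. For C643 against Huh-7 the counts were 141 and 173 without a filter and 54 and 44 at the filter of 100. A pseudocount of 10 gave 67 and 55. At that filter and at that pseudocount more were higher in C643, the reverse of the 90 and 100 reported. The count higher in Huh-7 was 157 at 2-fold, 192 with miR-21-5p left out and 157 by share. The Spearman correlation at the filter of 100 was 0.356.

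Depth limited the low miRNAs of ES-2 most, since 1 read there was worth 0.694 units and 3 reads 2.08, so a value of 1 needed 2 reads in ES-2. For the preset lists with few members above 3 reads, muscle and DLK1-DIO3, the median gave no direction at this depth. The summed DLK1-DIO3 list held 0.00313% of reads in Huh-7 (Wilson interval 0.00247 to 0.00397, 68 reads). In ES-2 it held 0.000541% (0.000285 to 0.00103, 9 reads), so by share it was higher in Huh-7 beyond counting error, without a replicate. For the summed muscle list the intervals of ES-2 and Huh-7 overlapped.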

Other observations

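Of the tests below, the one that left out the abundant miRNAs was set before its result was seen, and the others were chosen after the patterns they address had been seen. The miRNAs of the let-7 clusters other than let-7, miR-100-5p and miR-99b-5p were also chosen after their values had been seen.

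A mature miRNA with several loci often had near-equal counts at each. let-7a-5p in C643 had 33.1%, 33.7% and 33.3% of its reads at the loci on chromosomes 11, 22 and 9. Counting each read at every matching locus would give equal counts, but 2 of 68 miRNAs with 2 to 50 reads per locus, each counted once per library, had equal counts at all loci. None of the 88 with 50 or more reads per locus had them either. Random placement of each read at 1 locus would give an index of dispersion of 1. It was 0.966 for 53 miRNAs with 2 to 50 reads per locus in ES-2 and Huh-7, within the spread of a chi-square distribution (two-sided p of 0.87). It was 3.84 for 15 such miRNAs in C643 and 114.2 for the 88 abundant ones, so random placement alone is argued against there. The abundant ones differed by library, with 36.6 in C643, 9.26 in ES-2 and 330.7 in Huh-7. let-7f-5p, for example, had 49.2% of its reads in C643 at its chromosome 9 locus, 251546 reads against 259870. Reads that belong to 1 locus may add to shared ones, which was not tested. At 2 to 50 reads per locus, 1 of 53 miRNAs in ES-2 and Huh-7 and 1 of 15 in C643 had equal counts. This argues against counting at every locus there, and would extend to abundant miRNAs if 1 rule held for all. Whether 1 rule held was not tested. For abundant miRNAs, shared reads counted at each locus beside reads of 1 locus thus stay possible. The sum over loci would then overstate let-7a-5p. In C643 the ratio of miR-21-5p to let-7a-5p is 2.07 with the sum and 6.15 with 1 locus.

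let-7 was lower in Huh-7 than in ES-2, in the 5p arms 14.5-fold by share. Capture or counting bias against the 5p sequences would spare the 3p arms, which were 27.1-fold lower (95% CI 21 to 34.9), with each of the 10 annotated 3p arms that had reads lower in Huh-7. A single factor on every member was also argued against, since members differed by up to 10.66 in log2 ratio. A further technical explanation, the scaling between the libraries, does not enter shares. No biological explanation for the difference between the lines was tested beyond the clusters that follow.

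let-7 loci that share a cluster with other miRNAs allowed a comparison within each library. On chromosome 11, beside a let-7a locus, miR-100-5p was 279-fold lower in Huh-7 by share, and miR-125b-1-3p and let-7a-2-3p went from 803 and 68 reads in ES-2 to 0 and 0. Low expression of that whole cluster is a candidate explanation for part of the let-7a loss. On chromosomes 19 and 21 the neighbours rose instead. By share, miR-99b-5p was 3.81-fold and miR-125a-5p 2.83-fold higher in Huh-7, and miR-99a-5p 4.32-fold and miR-125b-2-3p 4.02-fold higher. From miR-99b-5p and miR-99a-5p, 230.4 reads of the 3p arms of let-7e and let-7c were expected in Huh-7 and 16 were found (Fisher's exact test on the reads of these 2 libraries, two-sided, 1.86e-11 for let-7e-3p and 1.14e-14 for let-7c-3p). Expression of the whole cluster would not give this for these 2 clusters. let-7a reads misassigned to let-7c and let-7e in ES-2 would raise only the 5p arms there, and the 230.4 against 16 reads concern 3p arms. A step that acts on let-7 precursors after transcription of the cluster may therefore differ between the lines, although processing of the neighbours themselves was not excluded. This remains a hypothesis from 1 library per line, and no regulator of let-7 was measured here.

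Huh-7 had a read for 858 miRNAs, against 649 in C643 and 608 in ES-2. At the depth of ES-2, 838 were expected for Huh-7 and 594 for C643, so depth does not account for the difference. With the 20 miRNAs left out that were among the 10 most abundant of any library, and the remainder brought to 275250 reads, 761 were expected in Huh-7, 588 in ES-2 and 560 in C643, which argues against a few miRNAs taking the reads of the other libraries. Of the miRNAs with a read in Huh-7 alone, 154 had more than 3 reads, against 77 for C643 and 24 for ES-2. Whether this reflects the line or the RNA of this library was not tested.

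miR-122-5p, second in Huh-7, also had 468 reads in C643 and 6 in ES-2. Reads of the Huh-7 library assigned to the others could give this. At the proportion of miR-122-5p, 18.4 reads of miR-885-5p were expected in C643 and 12 were found, and 0.236 were expected in ES-2 and 0 were found. For miR-122-3p, 7 reads were found in C643 where this proportion gives 1.60. That is more than 1 common rate gives, but it rests on 7 reads, and the counts of the 2 tables were set side by side without a test. A low level of miR-122 in these cells and reads assigned from Huh-7 cannot be told apart with counts this low, and the labels give no sequencing run.

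ES-2 had 542 reads of miR-142-3p and 255 of miR-142-5p, and the other libraries had 0 of the former and at most 3 of the latter. RNA of blood cells that carry the whole list would bring its other miRNAs. The other 5 had 12 reads together in ES-2, among them 1 of miR-451a, 0 of miR-223-3p and 2 of miR-150-5p. This argues against such blood cells as the source. Cells that carry miR-142 without the other 5 would leave the same counts, so the list cannot exclude them. In the same library miR-155-5p had 12992 reads, against 20326 in C643 and 0 in Huh-7, which allows a share there of up to 0.000138%. Expression of miR-142 by ES-2 itself stays open and was not tested.

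miR-21-5p shares of 28.6% in C643 and 28.2% in ES-2 and 33.3% in Huh-7 were found here. These are lower than the value quoted from the study above for A549. Against the median quoted for miR-21 across cancers, the share was close in Huh-7 and somewhat lower in C643 and ES-2. That order depends on the processing, since with 1 locus per mature miRNA the shares were 34.4%, 33.04% and 36.5% in C643, ES-2 and Huh-7, and dividing by 1000000 gave 27.4%, 32.6% and 20.4%. miR-21-3p held 0.183% in C643. That is higher than the value quoted from the study above. It held 0.0653% in ES-2 and 0.0548% in Huh-7. Both are somewhat lower than the value quoted from the study above. miR-22-3p held 0.152% in C643, 0.0583% in ES-2 and 0.141% in Huh-7. Those are lower than the value quoted from the study above. miR-143-3p held 0.253% in C643, 0.000782% in ES-2 and 0.0398% in Huh-7. These too are lower than the value quoted from the study above. miR-148a-3p held 0.0543% in C643, 0.000661% in ES-2 and 2.87% in Huh-7. Each is lower than the value quoted from the study above. miR-99b-5p held 0.788% in C643, 0.213% in ES-2 and 0.811% in Huh-7. All of these are lower than the value quoted from the study above. The quoted values come from tumor cohorts and A549 cells, which were not analysed here.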
